A study of Mus musculus with 9 samples.

How the data were processed

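Methylation was measured by reduced representation bisulfite sequencing (RRBS) in 9 libraries of Abl.1 cells, a clonal immortalised mouse B cell line. Per the labels, cells were grown for 2 days with the solvent DMSO or with 0.2, 2 or 10 µM of the drug 5-aza-dC, live cells were recovered by density centrifugation, and RRBS libraries were made with a commercial kit. The labels call the replicates library preparation replicates. Whether they come from separate cultures is not stated, so the spread between them covers at least library preparation and sequencing. There were 2 libraries for DMSO, 2 for 0.2 µM, 3 for 2 µM and 2 for 10 µM.

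The authors deposited 1 table per library with no header. Each line held a CpG position, the methylated reads over all reads as one text entry, and a score. The deposited score was a whole number from 0 to 1000 and equalled the methylated share times 1000, rounded down, in every line of every library. The read counts were taken from the text entry and the score was used only for that check. The aligner, the methylation caller, the read filters and the genome build are not given in the sources used here. Between 1 and 2 lines per library with an unusual interval width, and 18 to 68 lines at positions listed more than once, were left out.

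Starts in the files were read as 0-based and positions are printed 1-based, and their build is not named. Gene names came from a RefSeq table of assembly GRCm38.p6. No genome sequence was used here, and the table carries no strand, so transcription start sites, exons and CpG islands were not analysed here. The fit between positions and table was checked from the data. The mean DMSO level of CpGs with at least 5 pooled DMSO reads was 11.0% within 250 bp of a protein-coding gene end. It was 31.5% when the gene ends were moved by -2000 bp and 32.5% when they were moved by 2000 bp. The table was then used to find which gene overlaps a tile and to place windows of 1 kb either side of a gene end, and none of its coordinates is printed. In place of the planned promoters, both ends of each gene were used, and the planned classes of exon, intron and CpG island were left out.

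The methylation level of a CpG was its methylated reads over all its reads. CpGs needed at least 10 reads in every library, which left 155762 of the 1096949 CpGs with at least 1 read in every library. At 10 reads with 5 methylated, the 95% Wilson interval of a level runs from 23.7% to 76.3%, so single CpGs are not reported. Such intervals cover counting error only, and PCR copies were not separated. The value of a library was the unweighted mean over these CpGs. Groups were compared by exact permutation of the sum of squares between groups over all 7560 assignments of the libraries to groups of these sizes, for which the smallest p is 0.000794. Pairs of groups were compared by exact two-sided permutation tests, whose smallest p is 0.333 for 2 libraries against 2 and 0.1 for 3 against 2, so no pair could reach 0.05.

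Reads were also summed in 1 kb tiles that do not overlap. A tile needed at least 10 reads in every library, and 66788 tiles passed. The test planned for the tiles and the gene lists, edgeR's quasi-likelihood test, was not used. Each deposited entry is a text with 2 numbers beside a score, but the read counts could be taken from it. The format therefore did not rule the planned test out. That test was replaced after the files were seen. Each tile was tested with a binomial model of methylated against all reads, with 1 level per group and all 9 libraries in the fit. Reads in a tile of one library are correlated, so read numbers were scaled to their effective size, with the correlation estimated from tiles at 10 to 90% in each of 5 classes of coverage. It fell from 0.0322 in the class with the fewest reads to 0.00581 in the class with the most. The remaining dispersion was moderated across tiles with limma, with a trend on coverage, and was not allowed under 1, the binomial value. P-values were adjusted with the Benjamini-Hochberg method over the tiles of a comparison, and 0.05 was the threshold. Windows at gene ends were tested in the same way over 15643 windows. A change is the mean level of the libraries of one group minus that of the other, in percentage points.

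The tile test was tested on simulated data made from the real coverage and levels, with 200 tiles changed per dose by 1.5 on the log odds scale among 66788. For 2 µM against DMSO it called 56 of the 200 changed tiles, all with the right sign, and 1 unchanged tile. For 0.2 µM against DMSO it called 30 of 200 and 1 unchanged tile, and for 10 µM against DMSO 36 of 200 and 1 unchanged tile. For 2 µM against 0.2 µM it called 158 of 400 with 7 unchanged tiles, and for 10 µM against 2 µM 127 of 400 with 4 unchanged tiles. Without the scaling of reads the share of false calls reached 22.9% for 0.2 µM against DMSO, from 8 unchanged and 27 changed tiles. The scaling was added for this reason after the data were examined. The simulated reads were drawn with the same correlations that the scaling removes, which favoured the scaled fit by construction. Changed tiles were few and of either sign, unlike the real data, so these rates need not hold there.

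The tiles named in the text were fixed by a rule written before the data were examined. They are the 3 largest falls and 3 largest rises at 2 µM against DMSO among tiles past the threshold with at least 30 reads in every library and every 2 µM library on the same side of both DMSO libraries, with ties going to the higher coverage. Members of 2 gene lists fixed before the data were examined are named where they had at least 10 reads in every library, with full values for the 5 genes of each list with the most reads. Agreement between doses was set against 20 simulations of unchanged libraries drawn from the DMSO levels, because the doses share their DMSO libraries.

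The comparisons, the alternatives and the lists were also fixed before the data were examined, except where stated. The alternatives were coverage minimums of 1, 5 and 20 reads, CpGs chosen per library, autosomes only, CpGs with the highest coverage left out, a mean weighted by reads, tiles of 500 bp and 5 kb, limma on tile levels, Fisher's exact test on pooled reads with a doubled one-sided p, a minimum change of 10 points, a fit to 2 groups only, a replicate block, changes relative to the median change, other window widths, and each library left out in turn. A minimum of 1 read for the mean level, the direction of tile calls in an unweighted mean over CpGs, the weighted mean at that minimum, the tile test without scaled reads and leaving out libraries in the agreement between doses were added after the data were examined. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9 for figures.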

Results

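DNA methylation was profiled by RRBS in Abl.1 cells, a clonal and immortalised B cell line from a female 129S1/SvImJ x CAST/EiJ F1 mouse, after 2 days with DMSO or 5-aza-dC. RRBS sequences bisulfite-converted fragments from the CpG-rich part of the genome. 5-aza-dC is a cytidine analogue that enters replicating DNA and traps DNA methyltransferases there. The series addresses the role of DNA methylation in monoallelic expression, and the dose series asks how far each dose removed methylation. Each library covered between 1531208 and 2053530 CpGs, with a median of 3 to 5 reads per CpG. Reads at CpGs numbered 16495535 and 9422785 in the DMSO libraries and 14122147 and 15932411 at 0.2 µM. They numbered 13049407, 14217942 and 14883948 at 2 µM, and 13083729 and 8590883 at 10 µM.

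Libraries of one group were first compared with each other. Over the CpGs with at least 10 reads in both libraries of a pair, Pearson's r across CpGs, which are not independent replicates, was 0.864 to 0.947 in the 6 pairs of libraries from one group and 0.796 to 0.930 in the 30 pairs from different groups. Over those with a pooled level between 10% and 90%, the squared difference over its binomial variance averaged 1.10 to 1.17 within groups and 1.81 to 6.14 between groups. Libraries of one group thus differed by more than binomial sampling alone in all 6 pairs. PCR copies were not separated and could raise this ratio too, so it does not show that the libraries are separate cultures. Each library was counted as a replicate, so the p-values below may rest on spread between library preparations only.

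The mean methylation level over 155762 CpGs was 6.44% ± 0.0827 (SD, n = 2) in DMSO. It was 3.47% ± 0.000978 (SD, n = 2) at 0.2 µM, 4.12% ± 0.0791 (SD, n = 3) at 2 µM and 5.25% ± 0.0495 (SD, n = 2) at 10 µM. These are 53.9%, 64.0% and 81.6% of the DMSO level, so the lowest dose had the lowest level and the highest dose lay nearest to DMSO. The groups differed (exact permutation p = 0.000794, the smallest the permutations can give), and no library of one group overlapped another group. The changes against DMSO were -2.97 points at 0.2 µM, -2.32 points at 2 µM and -1.19 points at 10 µM. The level at 2 µM exceeded that at 0.2 µM by 0.651 points, and the level at 10 µM exceeded that at 2 µM by 1.13 points. Each of these 5 differences had the smallest p its exact two-sided permutation test allows, 0.333 with 2 libraries against 2 and 0.1 with 3 against 2. The choice of CpGs and weighting by reads could change the sign of these differences. Averaged over the CpGs that each library itself covered with at least 10 reads, 2 µM lay 5.67 points above DMSO, where the DMSO libraries were at 13.2% and 8.24%, and the omnibus exact permutation p was 0.0960. Weighted by reads over the 155762 CpGs with at least 10 reads in every library, 10 µM lay 2.26 points above DMSO. By the same weighting 2 µM lay 0.826 points above it with libraries that overlapped, at 7.84% for 2 µM replicate 1 and 7.95% for DMSO replicate 2. Without the 0.1% of CpGs with the most reads it lay below DMSO, at 5.68% against 5.81%.

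The minimum of 10 reads selected CpGs with low methylation. With at least 1 read in every library, a minimum added after the data were examined, the mean over 1096949 CpGs was 37.6% ± 0.165 in DMSO (SD, n = 2). It was 16.6% ± 0.124 (n = 2) at 0.2 µM, 22.9% ± 0.261 (n = 3) at 2 µM and 30.7% ± 0.0964 (n = 2) at 10 µM. Over 1 kb tiles the mean was 53.6% ± 0.312 in DMSO, 21.6% ± 0.149 at 0.2 µM, 31.6% ± 0.441 at 2 µM and 42.5% ± 0.0435 at 10 µM (SD, same n). The order of the 4 groups was the same in all 3 sets.

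**Figure D1:**
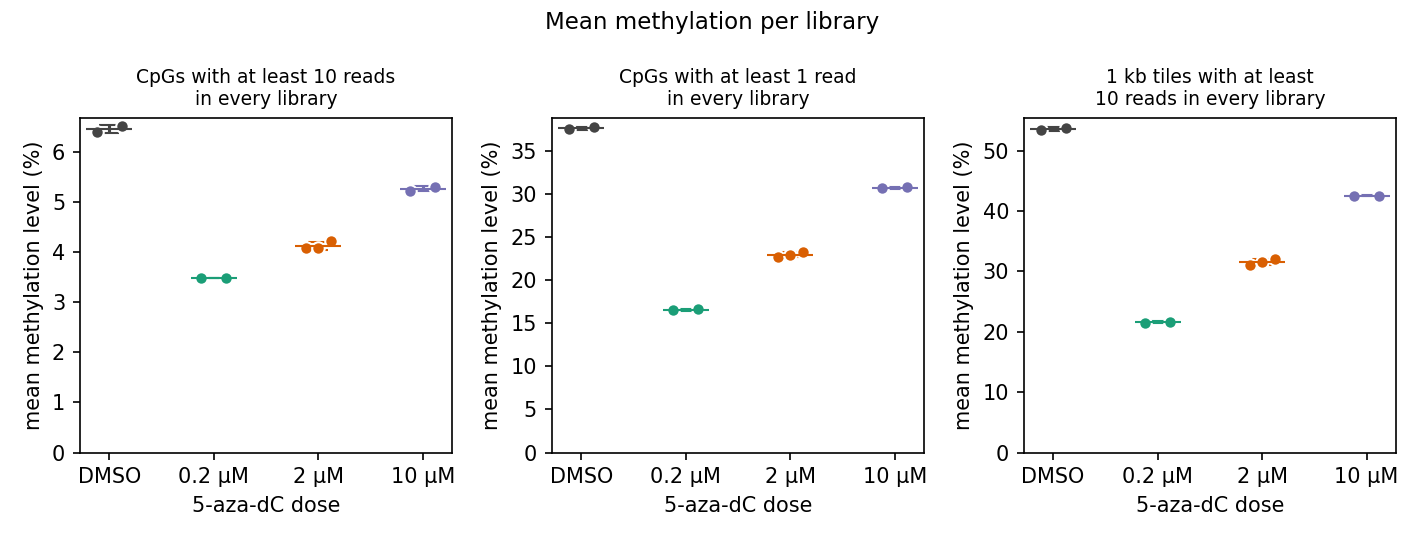
Mean methylation level in percent on the y axis against 5-aza-dC dose on the x axis, for CpGs with at least 10 reads in every library, CpGs with at least 1 read in every library, and 1 kb tiles. Points are libraries, bars are group means with SD (n = 2, 2, 3 and 2), and in each panel 0.2 µM is lowest, from 3.47% to 21.6%, and 10 µM is nearest to DMSO.

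The share of CpGs at a level of 80% or above was 2.96% ± 0.0558 (SD, n = 2) in DMSO. It was 0.224% ± 0.0186 (n = 2) at 0.2 µM, 0.152% ± 0.00995 (n = 3) at 2 µM and 0.759% ± 0.123 (n = 2) at 10 µM (exact permutation p = 0.000794 over the 4 groups). In this share 2 µM lay below 0.2 µM, the reverse of the mean level. That order held with a minimum of 5 reads, where the shares were 1.03% at 0.2 µM and 0.600% at 2 µM. It was the other way with a minimum of 20 reads, at 1.02% and 1.42%, and of 1 read, at 3.50% and 5.72%.

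CpGs were divided by their pooled DMSO level. The 4501 CpGs at 80% or above had 92.6% ± 0.00196 in DMSO (SD, n = 2), 46.6% ± 0.334 (n = 2) at 0.2 µM, 51.7% ± 0.468 (n = 3) at 2 µM and 67.3% ± 0.396 (n = 2) at 10 µM. The 9968 CpGs between 20% and 80% had 41.5%, 20.97%, 25.3% and 33.1% in the same order. The 141293 CpGs under 20% had 1.23%, 0.867%, 1.11% and 1.32%. The groups differed in each class, with exact permutation p-values adjusted over the 3 classes of 0.00119, 0.00119 and 0.00159. In the lowest class 10 µM was at 107% of DMSO, but it was at 95.5% when DMSO replicate 1 set the class and replicate 2 the baseline, and at 97.4% the other way round.

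By position, the 113941 CpGs within 1 kb of a gene end had a mean level of 3.31% ± 0.0513 in DMSO (SD, n = 2), 2.01% ± 0.00488 (n = 2) at 0.2 µM, 2.29% ± 0.0534 (n = 3) at 2 µM and 2.85% ± 0.0439 (n = 2) at 10 µM. The 32053 other CpGs inside genes had 11.4%, 5.46%, 6.76% and 8.86%. The 9768 CpGs outside genes had 26.8%, 14.1%, 16.9% and 21.4%. The level at 0.2 µM was 60.6% of DMSO near gene ends, 48.1% elsewhere inside genes and 52.5% outside genes. These shares were not tested against each other. A constant background, not estimated here, would raise them most where levels are lowest, near gene ends. The groups differed in each of the 3 contexts (exact permutation p = 0.000794, also after adjustment).

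The line is female, so its X-linked CpGs lie on an active and an inactive chromosome, and the X was compared with the autosomes. Over 1343 X-linked CpGs the mean level was 32.0% ± 1.97 in DMSO (SD, n = 2), 23.5% ± 0.263 (n = 2) at 0.2 µM, 24.2% ± 0.449 (n = 3) at 2 µM and 29.1% ± 0.782 (n = 2) at 10 µM. Over 154415 autosomal CpGs it was 6.22%, 3.30%, 3.95% and 5.05%. The X kept 73.5% of its DMSO level at 0.2 µM, against 53.0% on the autosomes. At 10 µM these were 91.1% and 81.1%. With at least 20 reads in every library, which left 69 X-linked CpGs, the X kept less than the autosomes, at 62.3% against 66.3% at 0.2 µM, 68.3% against 73.3% at 2 µM and 85.2% against 89.2% at 10 µM. The difference X minus autosomes was 25.8 points in DMSO, 20.2 at 0.2 µM, 20.2 at 2 µM and 24.1 at 10 µM, and it differed between groups (exact permutation p = 0.0159). Without DMSO replicate 2 the exact permutation p was 0.05, and without 2 µM replicate 2 it was 0.0571. These p-values are for the gap in points, which narrowed because the X lost more points than the autosomes. They do not test the share kept. For the share of the DMSO level kept, X minus autosomes was 20.5 points at 0.2 µM, 12.1 at 2 µM and 9.95 at 10 µM. This share differed between the 4 groups (exact permutation p = 0.000794). Among CpGs at 80% or above in DMSO, 169 of them X-linked, the difference in level was -0.654 points in DMSO and 8.29 points at 0.2 µM. There the X also kept more than the autosomes, at 59.3% against 49.9% at 0.2 µM, 63.4% against 55.5% at 2 µM and 75.2% against 72.6% at 10 µM.

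Tiles of 1 kb were tested one by one. At 0.2 µM, 42428 of 66788 tiles (63.5%) were lower than in DMSO and 37 were higher. At 2 µM, 33129 (49.6%) were lower and 99 higher, and at 10 µM 9831 (14.7%) were lower and 133 higher. The median change over all tiles was -32.8 points at 0.2 µM, -22.6 points at 2 µM and -7.56 points at 10 µM. Of the 33129 tiles lower at 2 µM, 32327 were also lower at 0.2 µM, as were 9741 of the 9831 tiles lower at 10 µM. The doses share their DMSO libraries and no overlap by chance was computed, so these counts alone do not show agreement between doses. Between doses, 7540 tiles were higher at 2 µM than at 0.2 µM and 398 were lower, and 6192 were higher at 10 µM than at 2 µM and 15 were lower. With a replicate block, which leaves out 2 µM replicate 3, 0 tiles passed in either direction in these 2 comparisons between doses. Under the block 39346, 25527 and 68 tiles were lower than DMSO at 0.2, 2 and 10 µM. Tile levels are sums of reads, so CpGs with more reads weigh more. In an unweighted mean over the CpGs read in every library, added after the data were examined, 33029 of the 33129 falls at 2 µM kept their direction, as did 9812 of the 9831 at 10 µM. Of the rises, 90 of 99 at 2 µM and 120 of 133 at 10 µM did. All these calls have a Benjamini-Hochberg adjusted p under 0.05 in the binomial model with limma's moderation. The adjustment covers both directions together, so it does not bound false calls in the rarer direction alone.

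The number of calls depended on single libraries, including some outside the comparison. All 9 libraries share the estimates of read correlation and dispersion, so leaving out any of them can move every count. Without 2 µM replicate 1, tiles lower at 10 µM than in DMSO went from 9831 to 12610. At an unadjusted p under 0.05 they went from 18214 to 19592. Tiles lower at 10 µM numbered 969 without DMSO replicate 1 and 1971 without DMSO replicate 2, and tiles lower at 2 µM numbered 21900 without DMSO replicate 1. Tiles lower at 2 µM than at 0.2 µM numbered 87 without 0.2 µM replicate 1 and 49 without 0.2 µM replicate 2, and tiles higher numbered 969 and 751. Tiles higher at 10 µM than at 2 µM numbered 2989 without 10 µM replicate 1, 3164 without 10 µM replicate 2 and 4106 without DMSO replicate 1, and tiles lower numbered 44, 31 and 30 without 2 µM replicates 1, 2 and 3 and 32 without 10 µM replicate 1. Rises at 2 µM numbered 60 and 65 without DMSO replicates 1 and 2 and 150 without 2 µM replicate 1. Rises at 10 µM numbered 25 and 33 without DMSO replicates 1 and 2 and 229, 219 and 215 without 2 µM replicates 1, 2 and 3. Set against the median change on the log odds scale, which was -1.64 at 0.2 µM, -1.07 at 2 µM and -0.53 at 10 µM, the split was different. Then 8254 tiles fell more and 2486 fell less or rose at 0.2 µM, 6793 and 2127 at 2 µM, and 1502 and 448 at 10 µM. For 2 µM against 0.2 µM, 1496 lay below and 716 above the median change, and for 10 µM against 2 µM 13 lay below and 42 above.

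The distribution of tile levels changed shape with dose. In DMSO, 25.1% ± 0.831 of tiles (SD, n = 2) had a level of 90% or above and 27.3% ± 0.0392 had a level under 10%. At 0.2 µM the shares were 0.0502% and 35.3%, at 2 µM 0.367% and 28.7%, and at 10 µM 4.22% and 27.3%. Tiles between 40% and 50% made up 3.403% in DMSO, 8.68% at 0.2 µM, 16.2% at 2 µM and 8.13% at 10 µM.

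**Figure D2:**
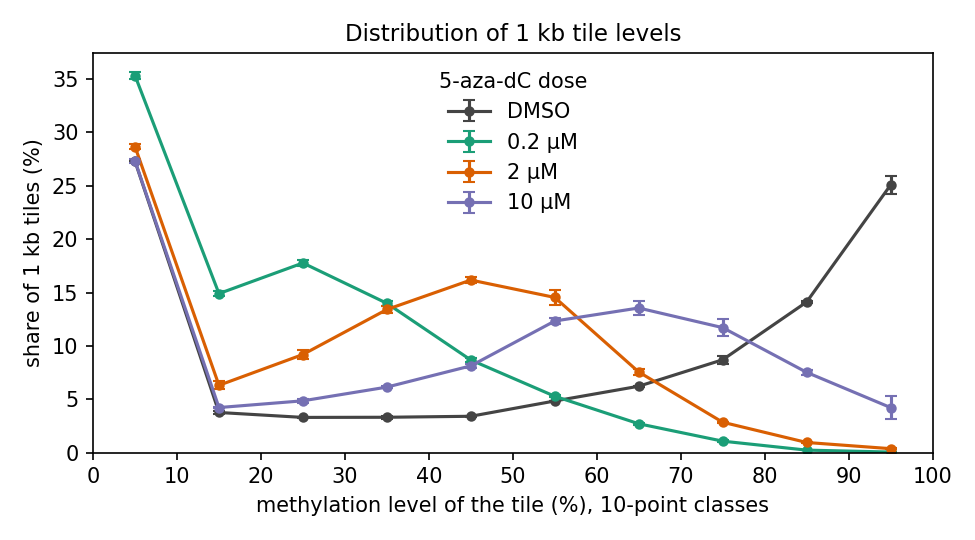
Share of 1 kb tiles in percent on the y axis by methylation level of the tile in 10-point classes on the x axis, with lines for group means and bars for the SD between libraries (n = 2, 2, 3 and 2). DMSO has 25.1% of tiles in the highest class, and 2 µM has 16.2% between 40% and 50%.

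Changes at different doses were compared across the 66788 tiles, which are not independent replicates. The correlation of the change at 0.2 µM with that at 2 µM was 0.866, and 88.3% of tiles changed in the same direction. Unchanged libraries simulated against the same DMSO libraries gave a mean r of 0.609 and at most 0.616 in 20 simulations, with 69.2% of tiles in the same direction on average. The r of 0.2 µM with 10 µM was 0.650 (simulated maximum 0.551), and that of 2 µM with 10 µM was 0.769 (simulated maximum 0.592). With each dose set against its own DMSO library, r was 0.780, 0.543 and 0.627, and the simulated maximum was 0.0140. The simulated libraries carry no treatment effect, so a general loss that follows the starting level would also exceed them. An r above the simulated maximum therefore does not show that the doses agree on which tiles change. Among tiles at 50% or above in DMSO, the r values of 0.511, 0.283 and 0.576 lay below their simulated maximums of 0.625, 0.561 and 0.601. Spread that a dose itself adds is missing from the simulation, so a lower r does not show that the doses disagree. In the same tiles 99.6%, 92.4% and 92.5% changed in the same direction, above the simulated maximums of 71.1%, 68.2% and 70.1%. A fall in most methylated tiles at each dose would give this too. The r of 0.2 µM with 10 µM also lay below its simulated maximum without either DMSO library, at 0.669 against 0.732 without replicate 1 and 0.659 against 0.684 without replicate 2.

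The largest fall at 2 µM by the fixed rule, which 10379 tiles met, was on chromosome 4 at 118061001 to 118062000, inside St3gal3. Its level was 97.0% ± 4.21 in DMSO (SD, n = 2), 19.9% ± 10.7 (n = 2) at 0.2 µM, 22.9% ± 2.75 (n = 3) at 2 µM and 79.0% ± 1.77 (n = 2) at 10 µM, from 40 to 120 reads per library. The adjusted p from limma's moderation was 2.93e-08 for 2 µM against DMSO. The next was on chromosome 12 at 91164001 to 91165000, inside Cep128. It had 90.4% ± 6.57 in DMSO, 44.3% ± 5.80 at 0.2 µM, 16.4% ± 1.93 at 2 µM and 19% ± 3.30 at 10 µM (same n), from 40 and 35 reads in DMSO and 376 to 446 at 2 µM, with an adjusted p of 2.10e-09 at 2 µM from limma. The third was on chromosome 15 at 5160001 to 5161000, inside Prkaa1. It had 96.6% ± 1.24 in DMSO, 27.8% ± 19.7 at 0.2 µM, 28.7% ± 3.79 at 2 µM and 52.5% ± 5.39 at 10 µM, from 40 to 105 reads, with an adjusted p of 1.80e-06 at 2 µM from limma. Over 14 alternatives the adjusted p of the 3 tiles stayed at or under 0.00575. These alternatives reuse the data from which the tiles were picked as the largest. Changes relative to the median change were not among them, so a fall beyond the general loss was not tested for these tiles.

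The rule for rises was met by 61 tiles. P-values were adjusted over falls and rises together, and falls made up 99.7% of the calls at 2 µM. Unadjusted p-values of the tile test up to 0.0249 were therefore called. The adjusted p-values below do not bound the share of false calls among rises. The largest was on chromosome 12 at 20197001 to 20198000, where no gene of the table lies and Gm32719 is nearest. Its level was 10.1% ± 7.40 in DMSO, 28.5% ± 30.5 at 0.2 µM, 74.4% ± 17.9 at 2 µM and 46.2% ± 6.36 at 10 µM (SD, same n), from 60 to 258 reads, with an adjusted p of 8.71e-06 at 2 µM from limma and at most 0.0209 over 14 alternatives. The second was on chromosome 7 at 7209001 to 7210000, overlapping Zfp772, at 2.44% ± 3.45 in DMSO and 31.7% ± 14.6 at 2 µM, from 37 to 93 reads. Its adjusted p from limma was 0.000774, and 0.0509 without DMSO replicate 1. The third was on chromosome 16 at 57391001 to 57392000, where Cmss1 and Filip1l overlap, at 15.9% ± 2.45 in DMSO, 43.8% ± 21.5 at 2 µM and 59.9% ± 3.34 at 10 µM, from 134 and 85 reads in DMSO and 497 and 220 at 10 µM. In the unweighted mean over 16 CpGs it had 11.9% in DMSO, 28.3% at 2 µM and 27.0% at 10 µM. Its adjusted p from limma was 0.00170, and 0.102 with limma on tile levels.

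Imprinted genes carry methylation on 1 parental allele at their germline differentially methylated regions, and 15 such genes were listed in advance. Of these, 12 genes had at least 10 reads in every library at 1 or both ends, in 14 windows. The median level over these windows was 89.0% in DMSO, 47.6% at 0.2 µM, 50.9% at 2 µM and 70.6% at 10 µM. Adjusted over the list alone, 10 windows were lower at 0.2 µM, 8 at 2 µM and 2 at 10 µM, and 0 were higher in any of the 3 by this test, by limma on levels, or at an unadjusted p under 0.05 in either. Adjusted over all 15643 windows the counts were 8, 8 and 2. The 2 windows at 10 µM were 1 of Nnat and that of Nap1l5, and 5 windows were lower at 10 µM at an unadjusted p under 0.05. With limma on levels 0 windows passed at 10 µM, and 2 had an unadjusted p under 0.05. Plagl1, with 369 to 763 reads per library, had 36.5% ± 0.353 in DMSO (SD, n = 2), 26.4% ± 3.27 (n = 2) at 0.2 µM, 29.6% ± 5.83 (n = 3) at 2 µM and 30% ± 2.03 (n = 2) at 10 µM. Zrsr1, with 253 to 608 reads, had 54.0% ± 15.9, 30.5% ± 2.11, 37.6% ± 2.30 and 47.5% ± 8.53. Peg13, with 137 to 313 reads, had 65.1% ± 2.79, 41.9% ± 2.45, 42.8% ± 6.62 and 62.8% ± 4.14. Mcts2, at the end with more reads (35 to 304), had 97.2% ± 0.0285, 45.2% ± 4.47, 42.7% ± 14.8 and 88.2% ± 1.31. Nnat, at the end with more reads (61 to 275), had 97.9% ± 3.04, 65.5% ± 12.7, 60.9% ± 13.8 and 69.7% ± 2.66. The other covered genes of the list were Nap1l5, Mest, Slc38a4, Kcnq1ot1, Peg10, Peg3 and Airn. Among these, Slc38a4 lay 11.45 points above DMSO at 10 µM and Kcnq1ot1 8.15 points above it at 2 µM, neither past the threshold. The parental alleles were not separated.

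Germline genes often have methylated promoters in somatic cells, and 12 were listed in advance. For 9 of them, 1 window each had at least 10 reads in every library. The median level was 93.8% in DMSO, 66.7% at 0.2 µM, 51.0% at 2 µM and 77.4% at 10 µM. All 9 windows were lower than DMSO at 0.2 µM and at 2 µM, adjusted over the list alone and over all windows. At 10 µM 7 were lower adjusted over the list alone and 4 over all windows, and the former count was 4 without DMSO replicate 1 and 4 without 10 µM replicate 1. Dazl, with 220 to 550 reads per library, had 96.6% ± 1.00 in DMSO (SD, n = 2), 66.7% ± 7.71 (n = 2) at 0.2 µM, 55.8% ± 3.54 (n = 3) at 2 µM and 79.2% ± 8.58 (n = 2) at 10 µM. Sohlh2, with 77 to 339 reads, had 94.3% ± 2.53, 66.7% ± 1.93, 64.3% ± 0.328 and 68.2% ± 10.8. Ddx4, with 103 to 300 reads, had 97.6% ± 0.591, 75.4% ± 1.15, 50.0% ± 13.6 and 77.4% ± 2.14. Sycp1, with 116 to 318 reads, had 94.6% ± 2.88, 68.2% ± 3.46, 48.1% ± 7.39 and 69.3% ± 5.68. Slc25a31, with 89 to 307 reads, had 93.8% ± 0.880, 60.9% ± 1.41, 63.3% ± 2.63 and 79.3% ± 1.34. The other covered genes of the list were Mael, Asz1, Tex101 and Taf7l. Adjusted over the list alone, 3 of the 9 windows were lower at 2 µM than at 0.2 µM, and 1 was lower adjusted over all windows. With limma on levels 0 were lower, and 2 had an unadjusted p under 0.05.

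**Figure D3:**
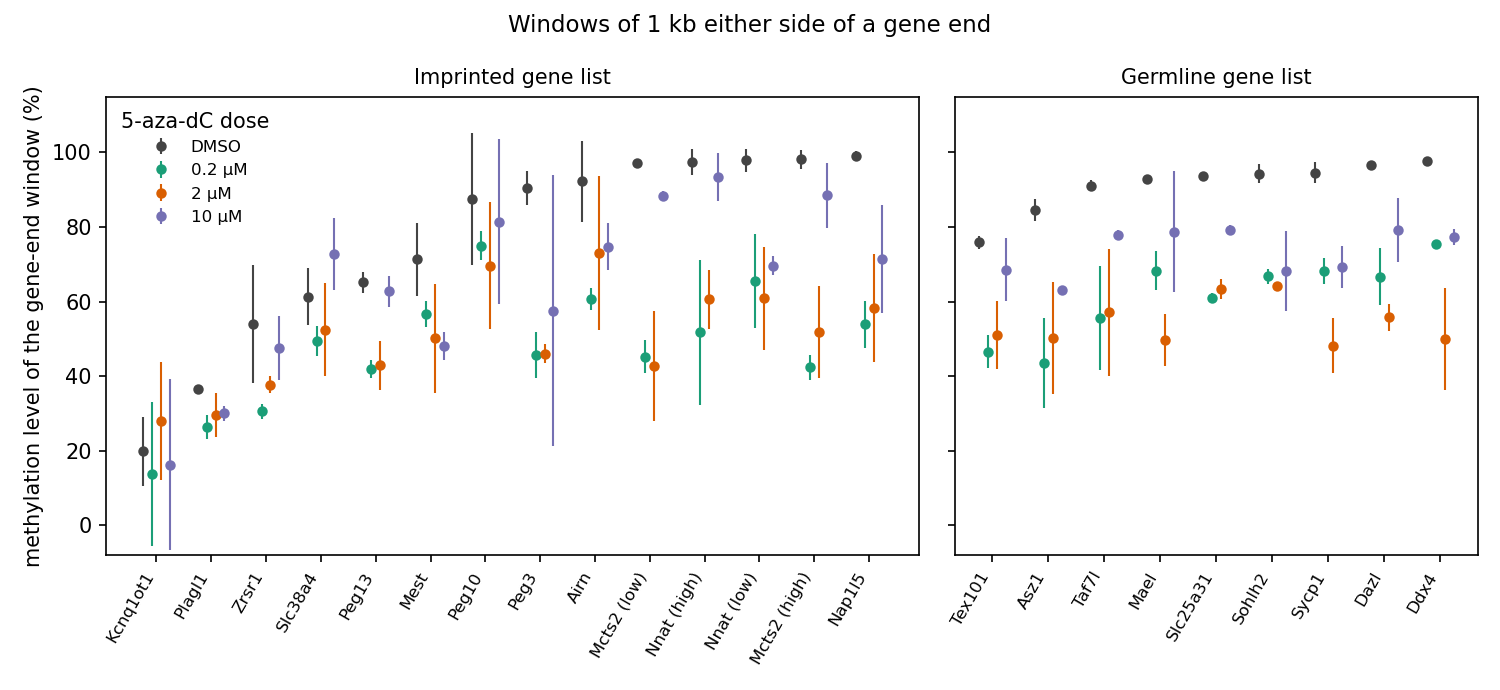
Methylation level in percent of the windows of 1 kb either side of a gene end on the y axis, for each covered window of the imprinted and germline gene lists on the x axis, ordered by DMSO level. Points are group means and bars the SD (n = 2, 2, 3 and 2). DMSO medians are 89.0% and 93.8%, and low or high marks the gene end where a gene has 2 windows.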

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

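The level weighted by reads at a minimum of 1 read, the minimum of 1 read for levels, the tile test without scaled reads, the unweighted mean in tiles and the agreement between doses without single libraries were chosen after the data were examined. Of the alternatives to the main results, 519 left a p over the 4 groups on its side of the threshold, kept the sign of a difference, kept an r above or below its simulated maximum, or moved a count by at most 1.5 times. A p over 4 groups carries no direction. Another 93 moved a count further, 9 were weaker and 7 reversed. The p over the 4 groups stayed under 0.05 in all 39 for genomic context, all 42 for starting level and all 16 for the share of CpGs at 80% or above. The order of the groups did change in some. In that share 2 µM lay above 0.2 µM at minimums of 20 reads and 1 read. In the class under 20%, 10 µM went from 107% of DMSO to 95.5% and 97.4% with separate DMSO libraries, but to 117% with at least 5 reads and 129% with at least 20, and 2 µM from 90.9% to 113% with at least 20. The X kept more than the autosomes at minimums of 1, 5 and 10 reads and less at 20 reads. edgeR's likelihood ratio test was also planned and was not run, although the read counts were at hand. Where leaving out 1 library left a group with 1, that library was assumed to vary like the other groups.

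The direction of the mean level depended on which CpGs entered and how they were weighted. Over each library's own CpGs with 10 reads, the exact permutation p over the 4 groups was 0.0960. The differences were then 1.41 points for 0.2 µM against DMSO, 5.67 for 2 µM, 5.19 for 10 µM, and -0.479 for 10 µM against 2 µM. Single libraries weigh heavily there, with DMSO at 13.2% and 8.24%, 0.2 µM between them at 11.6% and 12.7%, and 10 µM at 18.0% and 13.9%. Weighted by reads over the CpGs with at least 10 reads in every library, 2 µM lay 0.826 and 10 µM 2.26 points above DMSO, and at a minimum of 1 read 10 µM lay 3.58 points above and 2 µM 0.880 points below. Own CpGs differ between libraries by construction, and weighting is taken up under the other observations. Leaving out single libraries gave differences of -3.03 to -2.91, -2.38 to -2.26 and -1.25 to -1.13 points for 0.2, 2 and 10 µM against DMSO. The exact permutation p of the X minus autosomes ran from 0.0119 without DMSO replicate 1 to 0.0571 without 2 µM replicate 2, and the cause was not tested.

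Counts of tiles moved most. With at least 5 reads in every library, 67534 tiles were lower at 0.2 µM, 12474 higher at 2 µM than at 0.2 µM, and 25 lower at 10 µM than at 2 µM. With at least 20 reads, 20881, 16764 and 5619 tiles were lower than DMSO at 0.2, 2 and 10 µM, and 65 were higher at 2 µM. Between doses 254 were lower and 3100 higher at 2 µM than at 0.2 µM, and 3414 higher at 10 µM than at 2 µM. With at least 1 read, 101962 and 62463 tiles were lower at 0.2 and 2 µM, 194 higher at 2 µM, 21641 higher at 2 µM than at 0.2 µM, and 57 lower and 11439 higher at 10 µM than at 2 µM. These minimums change the number of tiles tested. Tiles of 500 bp gave 63 higher at 0.2 µM and 34 lower at 10 µM than at 2 µM. Tiles of 5 kb gave 212 higher at 2 µM, 249 higher at 10 µM and 11765 higher at 2 µM than at 0.2 µM.

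With only the libraries of the 2 groups in the fit, 77 tiles were higher at 0.2 µM and 231 at 10 µM, and 5 were lower and 2741 higher at 10 µM than at 2 µM. Without scaled reads, 109, 222 and 235 tiles were higher at 0.2, 2 and 10 µM, 804 lower and 14054 higher at 2 µM than at 0.2 µM, and 37 lower and 9429 higher at 10 µM than at 2 µM. Relative to the median change, 8254, 6793 and 1502 were lower and 2486, 2127 and 448 higher at 0.2, 2 and 10 µM, 1496 lower and 716 higher at 2 µM than at 0.2 µM, and 42 higher at 10 µM than at 2 µM. Fisher's test on pooled reads, which ignores the spread between libraries, gave 250, 577 and 989 higher at 0.2, 2 and 10 µM and 20174 lower at 10 µM. It gave 1932 lower and 25278 higher at 2 µM than at 0.2 µM, and 351 lower and 22904 higher at 10 µM than at 2 µM. limma on levels gave 5119 lower at 10 µM, 214 lower and 4513 higher at 2 µM than at 0.2 µM, and 27 lower at 10 µM than at 2 µM. With a change of at least 10 points, 21 were higher at 0.2 µM and 63 at 2 µM. The cause was not tested.

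Leaving out single libraries gave 21900 (without DMSO replicate 1) to 34007 tiles lower and 60 (without DMSO replicate 1) to 150 (without 2 µM replicate 1) higher at 2 µM. At 10 µM it gave 969 (without DMSO replicate 1) to 12610 lower and 25 (without DMSO replicate 1) to 229 (without 2 µM replicate 1) higher. For 2 µM against 0.2 µM it gave 49 to 511 lower and 751 to 9737 higher, both lowest without 0.2 µM replicate 2. For 10 µM against 2 µM it gave 12 to 44 (without 2 µM replicate 1) lower and 2989 (without 10 µM replicate 1) to 7246 higher. At 0.2 µM it gave 35479 to 43364 lower and 28 to 55 higher. The cause was not tested.

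Replicate numbers were not taken to pair the libraries, since the labels give no shared batch and the correlation of deviations of same-numbered libraries was -0.0101 to 0.0059 over the 6 pairs of groups, across tiles, and tiles are not independent replicates. In the mean level replicate 1 lay below replicate 2 in all 4 groups (exact two-sided sign test p = 0.125), so a small shared shift is not excluded. With a replicate block and limma's moderation, 18 tiles were higher at 0.2 µM, 35 at 2 µM and 0 at 10 µM, where 68 were lower. It gave 0 lower and 0 higher between 2 and 0.2 µM, and 0 and 0 between 10 and 2 µM, with 739, 12062, 89 and 12036 at an unadjusted p under 0.05. At 10 µM, 296 were higher at an unadjusted p under 0.05. Under the block the exact permutation p of the X minus autosomes was 0.0833, where the smallest possible is 0.0417. The rise on chromosome 16 at 57391001 to 57392000 had an adjusted p of 0.0871 under the block with limma's moderation. The block leaves out 2 µM replicate 3.

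For the imprinted list, windows of 500 bp gave 6, 5 and 4 lower at 0.2, 2 and 10 µM, windows of 2 kb gave 5 lower at 10 µM, and limma on levels gave 0 lower at 10 µM, with 2 at an unadjusted p under 0.05. For the germline list limma on levels gave 4 lower at 10 µM, and leaving out single libraries gave 4 (without DMSO replicate 1 and without 10 µM replicate 1) to 8 (without 2 µM replicate 1). Among tiles at 50% or above in DMSO, the r between doses fell to 0.511, 0.283 and 0.576, below the simulated maximums. Tiles are not independent replicates. The simulated libraries carry no treatment effect, so their maximums do not settle whether the doses agree. Without single libraries the r of 0.2 with 10 µM ran from 0.556 to 0.669. The cause was not tested. At a median of 3 to 5 reads per CpG, depth limits single CpGs.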

Other observations

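The tests of explanations in this part were all chosen after the result they address had been seen.

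Loss of methylation depended on local CpG density at the lowest dose. CpGs with at least 1 read in every library and 80% or above in DMSO replicate 1 were divided by the number of other CpGs listed within 100 bp either side, and the level kept was read against DMSO replicate 2. At 0.2 µM, 33.6% of the DMSO level was kept with 0 to 3 neighbours (114235 CpGs), 39.7% with 4 to 7, 50.5% with 8 to 15 and 68.3% with 16 or more (47790 CpGs). At 2 µM the values were 57.4%, 58.2%, 60.2% and 61.2%, and at 10 µM 78.6%, 79.6%, 80.6% and 79.2%. The densest class minus the sparsest was 34.7 and 34.6 points in the 0.2 µM libraries, 4.38, 3.31 and 3.82 in the 2 µM libraries and 0.218 and 0.936 in the 10 µM libraries. Dense CpGs therefore kept more at 0.2 µM than at 2 µM, against the order of the mean level. The 398 tiles lower at 2 µM than at 0.2 µM had a median of 64 listed CpGs, against 11 in the 7540 higher tiles.

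Several technical explanations for the density pattern were tested. Spread between libraries is not enough, since the gaps gave an exact permutation p of 0.00952 over 210 assignments of the 7 treated libraries, the smallest the permutations can give. Regression to the mean in the DMSO library that set the class would act alike on all treated libraries, but the smallest gap at 0.2 µM exceeded the largest at 2 µM by 30.2 points, which argues against it. Within 5 to 30 reads in every library the excess in the densest class was 10.1 points, which argues against coverage. It is not due to a few loci, since 19 of 20 chromosomes (19 autosomes and the X) had 0.2 µM above 2 µM in the densest class and below it in the sparsest. Repeated elements away from genes are not enough either. Among gene-end windows at 80% or above in DMSO replicate 1, the median of 0.2 µM minus 2 µM was 6.55 points in the 596 windows with 40 or more CpGs and -20.95 points in the 1339 windows with fewer than 20. Neighbours are CpGs listed in any library, not all CpGs of the genome. A hypothesis is that at 0.2 µM remaining maintenance or new methylation favours dense methylated stretches, while loss at 2 and 10 µM may be nearly uniform, as when newly replicated strands lose methylation wherever they lie. No test here bears on that mechanism, and an exchange of dose labels between whole groups would turn the pattern around with the doses.

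The lowest dose had the lowest mean level over CpGs with reads in every library. It did not have the lowest share of CpGs at 80% or above with at least 10 reads, at 0.224% against 0.152% at 2 µM. Over each library's own CpGs with 10 reads, DMSO was lowest, at 10.7% against 12.1% at 0.2 µM. The coverage minimum is argued against, since 10 µM exceeded 0.2 µM by 14.1 points over CpGs with at least 1 read in every library. Reads per library are argued against, since the DMSO libraries differed 1.75-fold in reads and by 0.117 points in mean level, below the smallest gap of 0.597 points between neighbouring groups. One library with a wrong dose label is argued against, since 0 of 9 libraries lay nearer to another group than to its own. Dose labels of whole groups exchanged cannot be told apart from a true inverse order, because the difference of 1.78 points between 10 µM and 0.2 µM would only change sign, and no other measure of dose was used here. A biological explanation, untested here, is that cells which survived 10 µM for 2 days may have replicated less and so taken up less of the drug.

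The level weighted by reads was higher at 10 µM than in DMSO, against the unweighted mean. Leaving out the 0.1% of CpGs with the most reads left 10 µM 0.937 points above DMSO, so a few CpGs with very many reads are not the whole cause. Weighting every library by the DMSO reads gave -0.522 points, which is consistent with a larger share of reads on methylated CpGs in the treated libraries. The 4501 CpGs at 80% or above in DMSO took 3.19% and 3.63% of reads in the DMSO libraries and between 6.49% and 7.92% in the treated libraries. Why that share rose was not tested. It may come from the DNA or from library preparation. Levels weighted by reads therefore do not compare with DMSO on equal terms. Tile and window levels are sums of reads too, and in the unweighted mean over CpGs read in every library, 99.9% of the falls at 10 µM in tiles with a CpG of that kind kept their direction and 90.2% of the rises did. Windows at gene ends were not tested in this way.

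Tiles above DMSO were few. At 2 µM, 99 tiles were called higher, and 159 at an unadjusted p under 0.05. False calls among unchanged tiles cannot be told apart from true rises here. The test set the rises against 402 expected from a share of unchanged tiles of 48.4%, taken from the p-values above 0.5. That share takes in tiles with small falls, and the expected number exceeds even the rises at an unadjusted p under 0.05, so it is no valid baseline. In the tile on chromosome 12 at 20197001 to 20198000 the libraries of one group differed widely, at 6.91% and 50.0% for 0.2 µM. No biological explanation for the rises was tested.

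Levels at the imprinted list were often far from an equal share of methylated and unmethylated reads. In DMSO 8 of the 14 windows were at 85% or above and 1 was between 40% and 60%. The windows are placed by gene ends and need not contain the differentially methylated region.

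Some reads were placed on chromosome Y although the line is female. Each library listed 131 to 242 such CpGs with 476 to 1283 reads. Their methylated share was 85.9% and 85.1% in the DMSO libraries and 44.5% to 71.2% in the treated libraries. Only 4 of these CpGs had at least 10 reads in every library.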
